A study of Mus musculus with 5 samples.

How the data were processed

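Messenger RNA was sequenced from sorted mouse lymphocytes of the C57BL/6 strain. The labels give 3 libraries of ILC3, group 3 innate lymphoid cells sorted as CD45-positive, CD3-negative and CD127-positive cells with a green fluorescent lineage reporter, and 2 libraries of CD4 T cells, sorted by CD45+CD3+CD4+. CD127 is the IL-7 receptor alpha chain encoded by Il7r. Per the labels' protocols, the libraries were made with the SMARTer Ultra Low Input RNA kit, version 4, which amplifies full-length cDNA from few cells. The cells came from 3 wild type mice, and the labels do not tie replicate numbers to mice, so the p-values given here measure the spread between these libraries, which may in part be technical.

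The values are counts per gene, deposited by the authors as whole numbers with no normalization. Per the submitters' processing notes, CASAVA 1.8.2, STAR 2.3.0 and the mouse build mm10 were used. The counting tool, its annotation and its strand setting are not given in the sources used here, so reads of a gene and of an overlapping or antisense neighbour cannot be told apart, and counts of near-identical copies are uncertain. The table holds 27179 NCBI gene identifiers, and 25275 of them were matched to a symbol and position in the RefSeq annotation of GRCm38 patch release 6; mm10 is the UCSC name of the GRCm38 primary assembly. The other 1904 identifiers kept their number as a name, stayed in every fit and held from 0.121% to 0.422% of a library's counts. Every column of the table belonged to a library, and no row was without a gene identifier.

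Depth ranged from 15123715 to 25956023 counts per library. A count of 0 allows up to 3 counts, which is 0.116 to 0.198 CPM (counts per 1000000 counts) depending on the library. For a gene with no count in a group, the fold was computed against 3 counts over that group's summed library sizes and is written as "at least". For a gene with 1 to 3 counts in a group, the ratio of summed counts per summed library size is given with its exact 95% interval. These intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

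Counts were fitted with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, library sizes were scaled with TMM, and the quasi-likelihood F test (glmQLFit, glmQLFTest) compared ILC3 with CD4 T with 3 residual degrees of freedom and no covariate. P-values were adjusted by Benjamini-Hochberg over the 12747 genes tested, and a gene is called at an adjusted p under 0.05. Fold changes are log2 of ILC3 over CD4 T, so a positive value is higher in ILC3. The standard error (SE) of a log2 fold change is its size divided by the square root of F. CPM values are on the TMM scale, as mean ± SD. TMM factors were 1.07, 0.744 and 0.819 for ILC3 replicates 1 to 3, and 1.25 and 1.23 for CD4 T replicates 1 and 2.

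Gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. The rule takes the genes of the sort as checks of the labels. It adds Il2, Il2ra, Il2rb, Il2rg, Foxp3 and Il1r1. It takes the 10 largest fold changes in each direction among called genes whose groups do not overlap and whose mean is at least 20 CPM in the higher group, leaving out provisional gene names and clone identifiers and counting receptor segment genes as a class. From each list it takes up to 4 called members with the smallest p, with both directions represented where both are called, or 2 members with the highest mean CPM where none is called, and from each list of other cell types also the member with the highest CPM in each group. Results of some genes that the rule takes are not reported here. Genes outside the rule are marked in the text as chosen after their values were seen.

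The 23 lists cover the ILC3 programme, the T cell receptor complex and proximal signalling, regulatory T cell markers, T helper cytokines and lineage regulators, IL-2 and its receptor pathway, IL-1 family receptors and NF-kB signalling, NFAT, AP-1 and immediate early genes, naive and recirculating lymphocyte genes, MHC class II presentation, TNF superfamily ligands, chemokine and homing receptors, the aryl hydrocarbon receptor and its targets, the circadian clock, the cell cycle, interferon-stimulated genes, and heat shock and chaperone genes. The others hold markers of NK cells and ILC1, ILC2, CD8 and gamma-delta T cells, B and plasma cells, myeloid cells, epithelial cells, and stromal and endothelial cells. Lists with at least 5 tested members were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 22 lists tested. Camera with a correlation estimated from each list's residuals, and fry, were run beside it.

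The alternatives were DESeq2 size factors, upper quartile factors, library size alone, no filter on low counts, a filter of 1 CPM in 2 libraries, the DESeq2 1.42.0 Wald test, limma-voom with limma 3.58.1, robust dispersion, glmTreat against a log2 fold change of 1, a block on the replicate number, the receptor segment genes left out before normalization, and each library left out in turn. With a CD4 T library left out, the lone remaining library is assumed to vary like the ILC3 libraries.

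The fit was tested on simulated counts of the 12747 genes with the means, dispersions and library sizes of this comparison. Of 100 genes changed by a log2 size of 2 it recovered 9%, and of 100 changed by 5 it recovered 93%, with 6 unchanged genes among 108 called and 0 called in the wrong direction. The data gave 1743 called genes, and the adjustment is stricter where fewer genes change. The 9% and 93% therefore do not measure recovery in the data. Of 200 unchanged lists of 15 genes, 4 had a camera p under 0.05. The inputs of the simulation held no correlation between genes, whereas correlations estimated from the lists ran from -0.0727 to 0.708. The 4 of 200 therefore cannot give the error rate of the list tests on the data. Figures were drawn with matplotlib 3.10.9. No library was left out.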

Results

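Innate lymphoid cells of group 3 (ILC3) are lymphocytes without rearranged antigen receptors that make IL-22 at mucosal surfaces. The series asks about IL-2 from such cells and regulatory T cells of the gut. Transcript counts were analysed from 3 ILC3 libraries and 2 libraries labelled CD4 T, from wild type C57BL/6 mice. ILC3 were sorted as CD45-positive, CD3-negative and CD127-positive cells with a fluorescent lineage reporter, and CD4 T as CD45+CD3+CD4+. The ILC3 libraries held 25956023, 21004594 and 20905412 counts, and the CD4 T libraries 20165672 and 15123715. Across genes, log2 CPM correlated at 0.868 to 0.892 within ILC3, at 0.839 between the CD4 T libraries and at 0.61 to 0.721 between groups. Genes are not independent replicates. No pair of libraries differed by as little as sampling noise, since chi-square per degree of freedom lay between 243 and 1090. Immunoglobulin kappa constant (Igkc) was the most counted gene of every library. Receptor segment genes took 6.55%, 29.8% and 24.2% of the counts in ILC3 replicates 1 to 3 and 17.0% and 10.2% in CD4 T replicates 1 and 2. Mitochondrial genes took 1.60%, 1.29% and 1.47% in ILC3 and 2.87% and 2.03% in CD4 T, and ribosomal protein genes 0.88%, 0.639% and 0.715% in ILC3 and 1.81% and 1.22% in CD4 T, so neither share overlapped between the groups.

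Genes of the sort were read first, as a check of the labels. Il7r, which encodes CD127, stood at 1260 ± 231 CPM in ILC3 (SD, n = 3) and 219 ± 10.9 CPM in CD4 T (SD, n = 2), a log2 difference of 2.52 (SE 0.331, edgeR adjusted p = 0.00795). Cd4, the coreceptor of the T cell gate, had a log2 fold change of -4.51 (SE 0.462, edgeR adjusted p = 0.00369), from 5.06 ± 1.94 CPM in ILC3 to 116 ± 36.7 in CD4 T. Ptprc, which encodes CD45, was lower in ILC3 by a log2 fold change of -2.44 (edgeR adjusted p = 0.00568), and Cd3d by -2.54 (edgeR adjusted p = 0.0162). The Cd3d call was lost without ILC3 replicate 1 (edgeR adjusted p = 0.0646). Cd3e and Cd3g, the other CD3 chains, did not pass the test. Cd3e was 65.3, 69.9 and 20.6 CPM in the ILC3 libraries and 54.9 and 201 CPM in the CD4 T libraries (log2 -1.30, edgeR adjusted p = 0.233). Cd3g had a log2 fold change of -1.26 (edgeR adjusted p = 0.254), and without CD4 T replicate 2 the values of Cd3e and Cd3g were -0.0658 and 0.255.

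**Figure D1:**
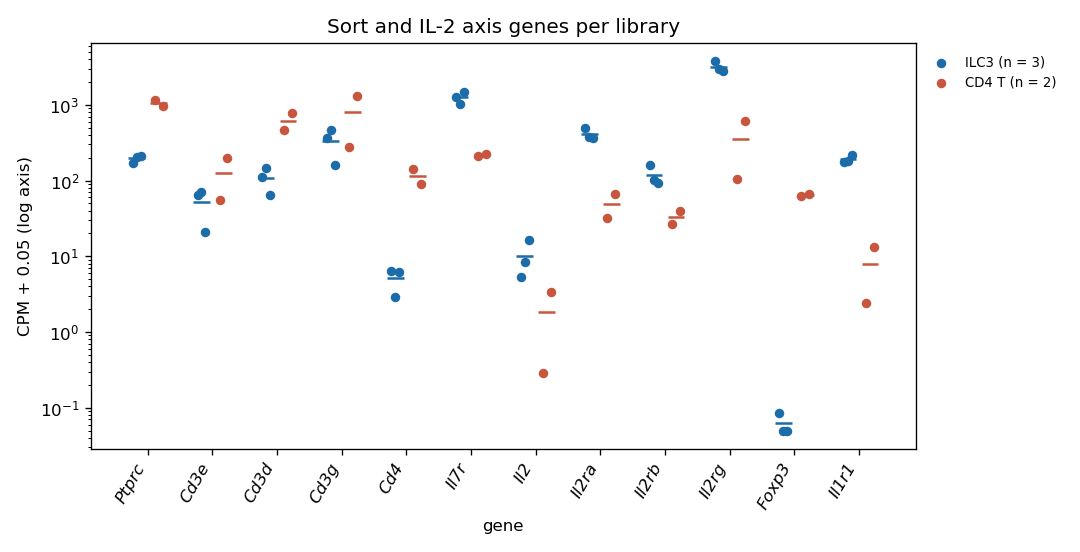
CPM plus 0.05 on a log axis for sort and IL-2 axis genes in each library, with points for the 3 ILC3 and the 2 CD4 T libraries and a bar for each group's mean. Foxp3 was 63 and 65.7 CPM in the CD4 T libraries, and the Cd3e values of the groups overlapped.

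Genes known from other cell types were also abundant in both libraries labelled CD4 T. Siglech, a receptor known from plasmacytoid dendritic cells, was 745 and 814 CPM there. Cd8a, a coreceptor known from CD8 T cells and some dendritic cells, was 245 and 189 CPM. Cd8b1, the other CD8 chain, was 336 and 433 CPM, while Cd4 was 142 and 90.05 CPM. Foxp3, the regulatory T cell factor, was 63 and 65.7 CPM in the same libraries. CD4 T stands here for the label of these libraries, and every difference is against the transcripts they hold.

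The title of the series names IL-2, so the Il2 transcript was the gene singled out for comparison between ILC3 and CD4 T. Il2 (NCBI gene 16183, chromosome 3, 37120713 to 37125954 in GRCm38) averaged 9.94 ± 5.62 CPM in ILC3 (SD, n = 3) and 1.8 ± 2.21 CPM in the libraries labelled CD4 T (SD, n = 2). The log2 difference was 2.47 (SE 1.21), which did not pass the test (edgeR adjusted p = 0.205). All 3 ILC3 libraries, at 5.30, 8.33 and 16.2 CPM, lay above the CD4 T libraries at 0.238 and 3.36 CPM. Without CD4 T replicate 2 the log2 difference was 5.36 and passed (edgeR adjusted p = 0.0428), and without CD4 T replicate 1 it was 1.57 (edgeR adjusted p = 0.38). Over all alternatives the adjusted p ran from 0.0428 to 0.393.

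The chains of the IL-2 receptor were higher in ILC3. Il2ra, the high-affinity alpha chain (chromosome 2, 11642792 to 11693194), was 412 ± 68.3 CPM in ILC3 and 48.7 ± 24.2 CPM in CD4 T, a log2 difference of 3.08 (SE 0.437, edgeR adjusted p = 0.0101). Il2rb rose by 1.84 (SE 0.384, edgeR adjusted p = 0.0289) and the common gamma chain Il2rg by 3.15 (SE 0.762, edgeR adjusted p = 0.0425), from 358 ± 356 to 3183 ± 494 CPM. Il1r1, the receptor of IL-1 (chromosome 1, 40222480 to 40316201), was 191 ± 25.4 CPM in ILC3 and 7.75 ± 7.65 CPM in CD4 T (log2 4.63, SE 0.792, edgeR adjusted p = 0.0162). Foxp3 (chromosome X, 7579676 to 7595243) had 1 count over all ILC3 libraries and 64.3 ± 1.91 CPM in CD4 T, a ratio of 3880 with a counting interval of 695 to 153000 (edgeR adjusted p = 0.000753). The Il2rb and Il2rg calls did not hold without ILC3 replicate 1 (edgeR adjusted p = 0.0769 and 0.0999), replicate 2 (0.0713 and 0.0956) or replicate 3 (0.0533 and 0.0819), nor with library size alone (0.0994 and 0.0547). Without CD4 T replicate 1 the adjusted p of Il2rb was 0.115, and the log2 differences of Il2rg and Il1r1 were 2.39 and 3.86. Without CD4 T replicate 2 those of Il2ra, Il2rg and Il1r1 were 3.72, 4.92 and 6.36.

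Over the transcriptome, 824 genes were higher and 919 lower in ILC3 among 12747 tested (edgeR, Benjamini-Hochberg adjusted p under 0.05). Among them, 516 of the higher and 734 of the lower genes differed at least 4-fold. All 1743 called genes had groups that did not overlap. So did 55% of all tested genes, where chance gives 20%. The largest differences upward included Ncr1, the activating receptor NKp46, at 197 ± 32 CPM in ILC3 and 0.0469 ± 0.0103 in CD4 T, a ratio of 4300 (counting interval 1190 to 35500, edgeR adjusted p = 0.000571). Ratios were of like size for the uridine phosphorylase gene Upp1 (4280, 1190 to 35400), the potassium channel gene Kcnk1 (2570, 879 to 12500) and the adaptor gene Clnk (2450, 837 to 11900), each with 2 or 3 counts in CD4 T (edgeR adjusted p from 0.000571 to 0.000655). Asphd2 was at least 755-fold, Hs6st2 748-fold, Mapk10 353-fold, Fam184b 337-fold, Unc13c 336-fold and Psd2 324-fold higher, with no count in CD4 T (edgeR adjusted p from 0.00127 to 0.0127). Mapk10 lost its call without CD4 T replicate 1 (edgeR adjusted p = 0.0549) and in limma-voom (0.062).

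Among the 10 genes taken for the largest differences downward, Siglech had a log2 fold change of -12.79 (SE 0.721, edgeR adjusted p = 0.000655), with 1, 1 and 4 counts in ILC3 replicates 1 to 3 and -13.9 without ILC3 replicate 3. Cox6a2, a cytochrome oxidase subunit, was 492 ± 109 CPM in CD4 T with 3 counts over the ILC3 libraries, a ratio of 10100 (3470 to 49200, edgeR adjusted p = 0.000602). Klra17 had 1 count over ILC3 and a ratio of 10400 (1860 to 409000, edgeR adjusted p = 0.000655). Members of the Klra family resemble each other, and their reads may be split between copies. Alox5ap, which serves leukotriene synthesis, was at least 2920-fold lower in ILC3, the myeloid receptors Cd300c at least 2630-fold, Cd33 at least 1010-fold and Clec10a at least 908-fold, and Spint1 at least 833-fold. Clec10a was 67.7 and 22.4 CPM in CD4 T replicates 1 and 2. Dntt, the terminal transferase of receptor rearrangement, was at least 1060-fold lower, and the T cell gene Cd6 at least 942-fold (edgeR adjusted p of these 7 genes from 0.00155 to 0.00769). Of 202 receptor segment genes tested, 14 were higher and 6 lower.

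These counts moved with the libraries and the scaling. The numbers higher and lower were 270 and 346 without ILC3 replicate 1, 269 and 367 without replicate 2, 323 and 473 without replicate 3, 502 and 306 without CD4 T replicate 1, and 1712 and 960 without CD4 T replicate 2. With library size alone, 384 were higher and 1502 lower, so 20.4% of called genes were higher in place of 47.3%. The median log2 difference of all tested genes was then -0.60 in place of -0.10.

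Genes of the ILC3 programme were higher in ILC3. Of its 25 members, 21 were called higher, 0 lower and 4 not (22 higher and 1 lower adjusted over the list alone), with a median log2 difference of 4.15. The list holds Il7r, on which the cells were sorted. Beside Ncr1, members higher in ILC3 included Tnfsf11, which encodes RANKL and was 912 ± 67.1 CPM in ILC3 against 51.4 ± 7.39 (log2 4.15, edgeR adjusted p = 0.00194), and the stem cell factor receptor Kit (log2 4.15, edgeR adjusted p = 0.00215). Il22, named after its values were seen, was the called gene with the highest level in ILC3, at 20220 ± 1108 CPM against 77.4 ± 90.6 CPM (log2 8.03, SE 1.22, edgeR adjusted p = 0.0117). Its log2 difference was 10.6 without CD4 T replicate 2 and 7.16 without replicate 1. The list was higher as a set (camera adjusted p = 1.25e-21), and with an estimated correlation its adjusted p = 0.0605.

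Ligands of the TNF superfamily had 4 of 14 members higher and 0 lower (4 and 0 adjusted over the list alone). These were Tnfsf11, Tnfsf4, which encodes OX40 ligand (log2 3.17, edgeR adjusted p = 0.0111), and the lymphotoxins Ltb (3.02, 0.0162) and Lta (7.31, 0.0163). Ltb and Lta lost their calls without ILC3 replicate 1 (edgeR adjusted p = 0.0535 and 0.0552) and replicate 2 (0.0524 and 0.0501). Without CD4 T replicate 2 the log2 difference of Ltb was 3.98. That of Lta has no measured size there, since CD4 T replicate 1, the remaining library, held no Lta count. Without CD4 T replicate 1 the log2 difference of Lta was 6.23. The set was higher with camera adjusted p = 0.0482, and with an estimated correlation its adjusted p = 0.39. The set's call did not hold without ILC3 replicate 1 (0.0578), 2 (0.0599) or 3 (0.0571), without CD4 T replicate 1 (0.123) or 2 (0.142). Nor did it hold in limma-voom (0.135), with the CPM filter (0.0569) or without genes shared between lists (0.794).

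In the T cell receptor complex and proximal signalling list, 9 of 22 members were lower in ILC3, 1 was higher and 12 were not called (12 lower and 1 higher adjusted over the list alone). The set had camera adjusted p = 2.38e-05, adjusted p = 0.476 with an estimated correlation, fry adjusted p = 0.0672, and camera adjusted p = 0.149 without CD4 T replicate 2. Cd5, an inhibitory coreceptor of T cells, had 1 count in ILC3 and 66.5 ± 16.5 CPM in CD4 T (ratio 3910, 701 to 154000, edgeR adjusted p = 0.00129), beside Cd6 and Cd4. Txk, a kinase of the Tec family, went the other way, at 446 ± 82.7 CPM in ILC3 and 36.3 ± 20.1 in CD4 T (log2 3.62, edgeR adjusted p = 0.00833, and log2 4.35 without CD4 T replicate 2). The list holds Cd3e, Cd3d, Cd3g and Cd4, on which the cells were sorted.

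Of 16 tested markers of regulatory T cells, 6 were lower in ILC3, 1 was higher and 9 were not called (9 lower and 1 higher adjusted over the list alone). Foxp3 was joined by the anti-inflammatory cytokine gene Il10, at 3.79 ± 1.61 CPM in ILC3 and 310 ± 33.8 in CD4 T (log2 -6.36, edgeR adjusted p = 0.00156), and by the folate receptor gene Izumo1r (1 count in ILC3, ratio 2670, 479 to 106000, edgeR adjusted p = 0.00175). Il2ra was the member that was higher. The set had camera adjusted p = 3.43e-06 and, with an estimated correlation, adjusted p = 0.342. In the same comparison, 11 of 12 tested myeloid markers were lower in ILC3.

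Genes of naive and recirculating lymphocytes were lower as a set (camera adjusted p = 0.000268, and 0.236 with an estimated correlation), with 6 of 12 members lower and 1 higher (8 and 1 adjusted over the list alone). Klf2, which drives egress receptors, had a log2 fold change of -3.82 (edgeR adjusted p = 0.00634). Il6ra had 1 count in ILC3 (ratio 1060, 189 to 41800, edgeR adjusted p = 0.0096). It was 26.2 and 5.63 CPM in CD4 T replicates 1 and 2, and its call was lost without replicate 1 (edgeR adjusted p = 0.0821). Tcf7, which ILC progenitors and T cells share, was higher in ILC3 by 2.86 (edgeR adjusted p = 0.047). This call was lost without ILC3 replicate 1 (0.105), 2 (0.0893) or 3 (0.0886) and with library size alone (0.0675), and the log2 difference was 4.50 without CD4 T replicate 2 and 2.12 without replicate 1.

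T helper cytokines and lineage regulators did not move as a set (camera adjusted p = 0.23), with 3 of 13 tested members higher and 0 lower (3 and 0 adjusted over the list alone). Csf2, which encodes GM-CSF, was 558 ± 41.7 CPM in ILC3 and 8.30 ± 1.36 CPM in CD4 T (log2 6.07, SE 0.37, edgeR adjusted p = 0.000803). Il17f was higher by 4.16 (edgeR adjusted p = 0.0342) and the follicular chemokine receptor Cxcr5 by 3.53 (edgeR adjusted p = 0.0244). Both calls were lost without ILC3 replicate 1 (edgeR adjusted p = 0.0854 and 0.0782), 2 (0.0735 and 0.0603) or 3 (0.0728 and 0.057). The log2 differences were 6.32 and 4.81 without CD4 T replicate 2 and 3.34 and 2.87 without replicate 1.

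In the IL-2 and receptor pathway list, 5 of 18 members were higher and 1 lower in ILC3 (8 and 1 adjusted over the list alone). Il2ra, Il2rb, Il2rg and Il7r were among those higher, with Socs1, a feedback inhibitor of cytokine signalling (log2 3.08, SE 0.452, edgeR adjusted p = 0.0111, and log2 3.72 without CD4 T replicate 1). Il21r, the receptor of IL-21, was lower with a log2 fold change of -7.16 (edgeR adjusted p = 0.000817), at 1.07 ± 0.372 CPM in ILC3 and 152 ± 25.6 in CD4 T. The set was higher with camera adjusted p = 0.0413, and with an estimated correlation its adjusted p = 0.342. Its call ended without Il7r, a gene of the sort (0.0849), without genes shared between lists (0.201) and with library size alone (0.0685).

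IL-1 family receptors and NF-kB genes went in both directions, with 5 of 22 higher and 3 lower (5 and 3 adjusted over the list alone; camera adjusted p = 0.34). Beside Il1r1, the IL-18 receptor chain Il18r1 was higher by 2.98 (edgeR adjusted p = 0.00831) and the signalling kinase gene Irak2 by 2.22 (edgeR adjusted p = 0.00851). Il1rl1, the IL-33 receptor, was lower with a log2 fold change of -3.68 (edgeR adjusted p = 0.00593). In the NFAT, AP-1 and immediate early list 1 of 18 members was higher and 2 were lower (4 and 2 adjusted over the list alone; camera adjusted p = 0.987). Its median log2 of -0.04 and mean of -0.12 were opposite in sign to camera's direction. Zfp36, which destabilises cytokine transcripts, had a log2 fold change of -2.49 (edgeR adjusted p = 0.0144), Egr1 -2.15 (0.0182) and Ier2 1.29 (0.0292). Without ILC3 replicates 1, 2 and 3 in turn the adjusted p of Zfp36 was 0.0629, 0.058 and 0.0559 and that of Ier2 was 0.0901, 0.0955 and 0.0778. Egr1 lost its call without ILC3 replicate 3 (0.0605) and CD4 T replicate 1 (0.0687), and Ier2 with library size alone (0.182). Zfp36 had a log2 fold change of -1.71 without CD4 T replicate 1.

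MHC class II presentation genes were lower in ILC3 in 7 of 13 members and higher in 0 (8 and 0 adjusted over the list alone). H2-DMb1, a peptide exchange chaperone, had a log2 fold change of -2.88 (SE 0.261, edgeR adjusted p = 0.00263) and the costimulatory ligand Cd86 -4.70 (edgeR adjusted p = 0.0108, and log2 -5.52 without ILC3 replicate 2). H2-Ab1 was 1004 ± 235 CPM in ILC3 and 4163 ± 1228 in CD4 T (log2 -2.05, edgeR adjusted p = 0.0162), and H2-Eb1 had -2.27 (0.0112). H2-Ab1 lost its call without ILC3 replicate 1 (0.068), 2 (0.0845) or 3 (0.0507), and H2-Eb1 without replicate 1 (0.0508) or 2 (0.0585). The set had camera adjusted p = 3e-04 and, with an estimated correlation, adjusted p = 0.236. Myeloid markers were lower in the same libraries, with a median log2 of -6.55.

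Chemokine and homing receptors had 4 of 21 members higher and 6 lower in ILC3 (5 and 7 adjusted over the list alone), with a median log2 of -1.18. Camera did not call the set (adjusted p = 0.165). The set was lower without genes shared between lists (camera adjusted p = 0.013) and in fry (adjusted p = 0.0109). Gpr183, an oxysterol receptor, was 2778 ± 56 CPM in ILC3 and 134 ± 58.3 in CD4 T (log2 4.37, edgeR adjusted p = 0.00347). Ccr9, a receptor for homing to the small intestine, was lower with a log2 fold change of -4.74 (edgeR adjusted p = 0.00662, and log2 -4.02 without CD4 T replicate 1), and the integrin Itga4 with -2.23 (edgeR adjusted p = 0.0104).

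**Figure D2:**
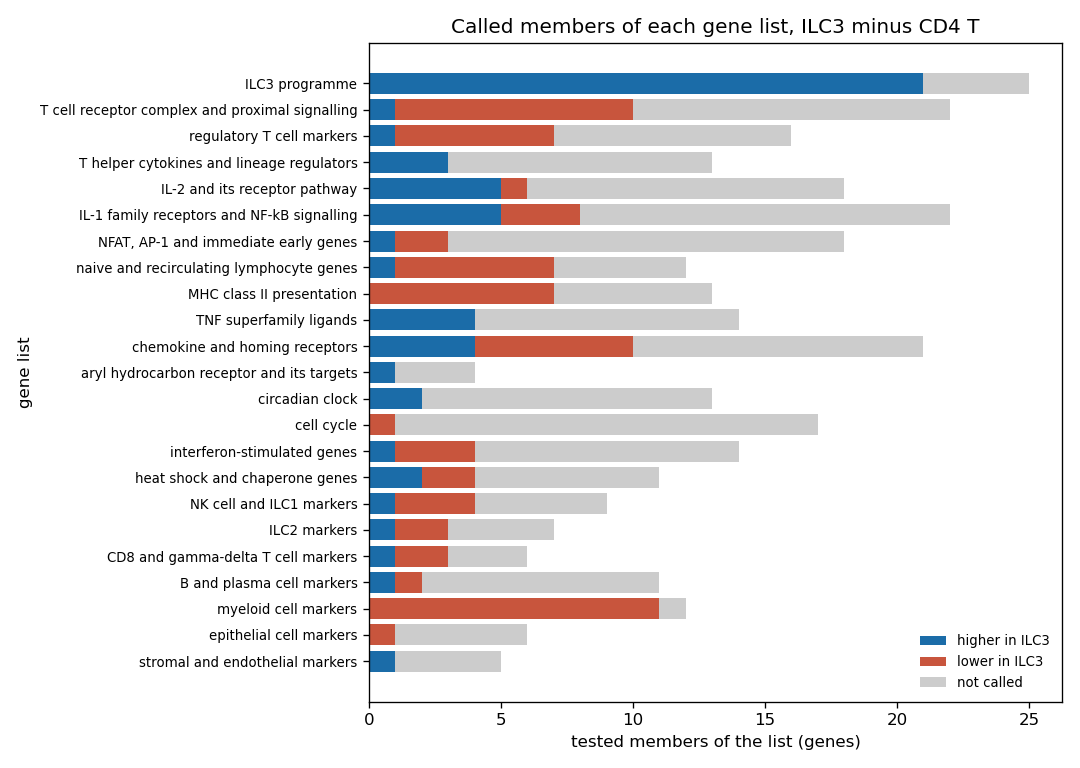
Number of tested members of each gene list called higher in ILC3 (blue), lower in ILC3 (red) or not called (grey), edgeR, 3 ILC3 against 2 CD4 T libraries. The ILC3 programme had 21 of 25 members higher, and myeloid markers had 11 of 12 lower.

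Lists on general cell state had 1 or 2 called members each, and the median log2 difference of the cell cycle list was -2.35. Cell cycle genes had 1 of 17 lower and 0 higher (0 and 0 adjusted over the list alone), with a camera adjusted p = 0.00302 for the set downward, 0.405 with an estimated correlation and 0.133 without CD4 T replicate 2. The replication helicase gene Mcm6 was the called member, with a log2 fold change of -2.35 (edgeR adjusted p = 0.0342), and lost its call without ILC3 replicates 1, 2 and 3 (0.0843, 0.0827 and 0.0752) and CD4 T replicate 2 (0.114, with log2 -1.64). In the circadian clock list 2 of 13 were higher (2 adjusted over the list alone; camera adjusted p = 0.783). Bhlhe40 rose by 1.37 (edgeR adjusted p = 0.0327) and Nr1d2 by 1.66 (0.0348). These calls were lost without ILC3 replicate 1 (0.0962 and 0.0793), 2 (0.0978 and 0.089) or 3 (0.0914 and 0.0874) and with library size alone (0.171 and 0.0954), and that of Nr1d2 was also lost without CD4 T replicate 1 (0.0874). The aryl hydrocarbon receptor list had 4 tested members, too few for a set test, of which 1 was higher and 0 lower (1 and 1 adjusted over the list alone). Tiparp was higher by 1.58 (edgeR adjusted p = 0.0189), with 0.056, 0.072 and 0.0642 without ILC3 replicates 1, 2 and 3 and 0.0723 with library size alone.

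Interferon-stimulated genes did not move as a set (camera adjusted p = 0.586), with 1 of 14 higher and 3 lower (1 and 3 adjusted over the list alone). Ifit2 was at least 184-fold and Mx1 at least 124-fold lower in ILC3 (edgeR adjusted p = 0.0184 and 0.0333), at 3.13 and 9.15 CPM for Mx1 in CD4 T replicates 1 and 2, and Oasl2 was higher by 2.10 (0.0343). These calls were lost without CD4 T replicate 1 (edgeR adjusted p = 0.0881 for Ifit2, 0.093 for Mx1 and 0.0518 for Oasl2). That of Ifit2 was also lost without CD4 T replicate 2 (0.057). Mx1 and Oasl2 also lost theirs without ILC3 replicates 1 (0.0711 and 0.101), 2 (0.0674 and 0.103) and 3 (0.0556 and 0.0696) and CD4 T replicate 2 (0.116 and 0.0519), with 0.0946 for Oasl2 with library size alone. Heat shock and chaperone genes, a further measure of RNA and handling quality, had 2 of 11 higher and 2 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.765). Dnaja1 was higher by 2.62 (edgeR adjusted p = 0.0116). Hspa8 was higher by 3.37 (0.0335), and the near-identical Hspa1a and Hspa1b, whose reads cannot be assigned with certainty, had -3.14 (0.045) and -2.90 (0.0449). The calls of Hspa8, Hspa1a and Hspa1b were lost without ILC3 replicate 1 (0.0849, 0.0848 and 0.0823), 2 (0.0804, 0.0944 and 0.0996) or 3 (0.0685, 0.0865 and 0.0789). Without CD4 T replicate 1 the adjusted p of Hspa1a and Hspa1b was 0.265 and 0.248, with log2 -1.97 and -1.82, and the log2 difference of Hspa8 was 2.61. With CD4 T replicate 2 left out, the log2 values of Hspa8, Hspa1a and Hspa1b were 5.12, -3.77 and -3.49.

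Among markers of other cell types, myeloid genes had the lowest median log2 difference, -6.55. Of 12 tested, 11 were lower in ILC3 and 0 higher (12 and 0 adjusted over the list alone; camera adjusted p = 2.37e-17, and 0.0592 with an estimated correlation). Beside Siglech, the dendritic cell integrin Itgax had 1 count in ILC3 and 134 and 63.4 CPM in CD4 T replicates 1 and 2 (ratio 6290, 1130 to 248000, edgeR adjusted p = 0.000867), the macrophage gene Mpeg1 had a log2 fold change of -7.92 (edgeR adjusted p = 0.0011) and the complement gene C1qa -4.32 (edgeR adjusted p = 0.00351). Lyz2 was the most abundant member in both groups, at 124 ± 21.6 CPM in ILC3 and 1125 ± 660 CPM in CD4 T (log2 -3.18, edgeR adjusted p = 0.00943). The log2 fold change of Mpeg1 was -7.22 without CD4 T replicate 1, and without replicate 2 that of Lyz2 was -2.39.

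Markers of cytotoxic and other lymphocytes went both ways. Of 9 tested NK cell and ILC1 markers 1 was higher and 3 lower (3 and 4 adjusted over the list alone; camera adjusted p = 0.165). Gzma, a granzyme, was 21.6 ± 4.85 CPM in ILC3 and 2632 ± 803 in CD4 T (log2 -6.93, edgeR adjusted p = 0.000753), Ccl5 had -5.60 (0.00194) and Klrd1 -5.26 (0.00757), while the receptor NKG2D gene Klrk1 was higher in ILC3 by 4.38 (0.00475, and by 5.11 without CD4 T replicate 2). CD8 and gamma-delta T cell markers had 1 of 6 higher and 2 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.987). Their median log2 of 3.39 was opposite in sign to the mean of -0.43 and to camera's direction. Cd8a had 2 counts in ILC3 (ratio 6690, 1850 to 55300, edgeR adjusted p = 0.000571), and Cd8b1 had a log2 fold change of -9.67 (edgeR adjusted p = 0.00986). The ILC3 counts of Cd8b1 were 33, 0 and 1, and its log2 fold change was -13.4 without ILC3 replicate 1. Trdc, the constant segment of the T cell receptor delta chain, was 340 ± 141 CPM in ILC3 and 1.55 ± 1.02 in CD4 T (log2 7.78, edgeR adjusted p = 0.00343, and log2 8.68 without CD4 T replicate 2). Trgc1, a gamma chain constant segment, was 375 ± 84.6 CPM and 11.9 ± 16.4 CPM (log2 4.99, edgeR adjusted p = 0.0774). It passed without CD4 T replicate 1 (log2 4.01, edgeR adjusted p = 0.012) and without replicate 2 (log2 10.4, edgeR adjusted p = 0.00295), with 7 and 433 counts in these libraries, and its adjusted p ran from 0.00195 to 0.163 over all alternatives. ILC2 markers had 1 of 7 higher and 2 lower (1 and 2 adjusted over the list alone; camera adjusted p = 0.765), namely Csf2, Il1rl1 and Klrg1 (log2 -2.90, edgeR adjusted p = 0.0162, and 0.0555 without ILC3 replicate 2). Their most abundant member in CD4 T was the growth factor gene Areg at 178 ± 70 CPM (edgeR adjusted p = 0.706).

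B and plasma cell markers had 1 of 11 higher and 1 lower (1 and 1 adjusted over the list alone; camera adjusted p = 0.987), with a median log2 of 0.51 and a mean of -0.01, of which the mean shares camera's direction. Igkc was 29850, 176600 and 112600 CPM in ILC3 replicates 1 to 3 and 43800 and 35520 CPM in CD4 T (edgeR adjusted p = 0.219). Ighm was lower in ILC3 with a log2 fold change of -3.16 (edgeR adjusted p = 0.00194), and the kinase gene Blk was higher by 2.21 (0.0308). The Blk call was lost without ILC3 replicate 1 (0.0924), 2 (0.0552) or 3 (0.0845) or CD4 T replicate 1 (0.111) and with library size alone (0.0776). Epithelial markers had 1 of 6 lower and 0 higher (4 and 0 adjusted over the list alone; camera adjusted p = 0.0413, and 0.473 with an estimated correlation). Their median log2 was -5.33, or -4.25 with genes at 0 placed at their bound. That set's call ended without CD4 T replicate 2 (0.171) or ILC3 replicate 2 (0.0555), in limma-voom (0.0526) and with library size alone (0.0685). The antimicrobial lectin Reg3g was 0.357 CPM in CD4 T replicate 1 and 1210 CPM in replicate 2 (edgeR adjusted p = 0.0599, and 0.0244 without CD4 T replicate 1 and 0.891 without replicate 2, in a range of 0.000422 to 0.891 over all alternatives). Epcam was 10 ± 4.09 CPM in ILC3 and 25.0 ± 2.69 CPM in CD4 T (edgeR adjusted p = 0.107, in a range of 0.0475 to 0.394 over all alternatives). Epcam passed in 2 alternatives, including library size alone (edgeR adjusted p = 0.0475). Fabp1, a fatty acid carrier, had 1 count in ILC3 (ratio 243, 43.1 to 9670, edgeR adjusted p = 0.0388) and 0.991 and 8.18 CPM in CD4 T replicates 1 and 2. Its call was lost in each of these alternatives, with adjusted p of 0.101, 0.099 and 0.0828 without ILC3 replicates 1, 2 and 3, 0.0539 and 0.164 without CD4 T replicates 1 and 2, and 0.0598 in limma-voom. The log2 fold change of Fabp1 was -7.78 in the main fit and ran from -9.46 to -5.63 over all alternatives. Stromal and endothelial markers had 1 of 5 higher (1 adjusted over the list alone; camera adjusted p = 0.194). Pdgfrb was 5.50 ± 1.70 CPM in ILC3 (edgeR adjusted p = 0.0273, and 0.0734, 0.07 and 0.0695 without ILC3 replicates 1, 2 and 3 and 0.0718 without CD4 T replicate 1), and Pecam1 was 35.6 ± 4.95 and 21.1 ± 2.21 CPM (edgeR adjusted p = 0.153).

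**Figure D3:**
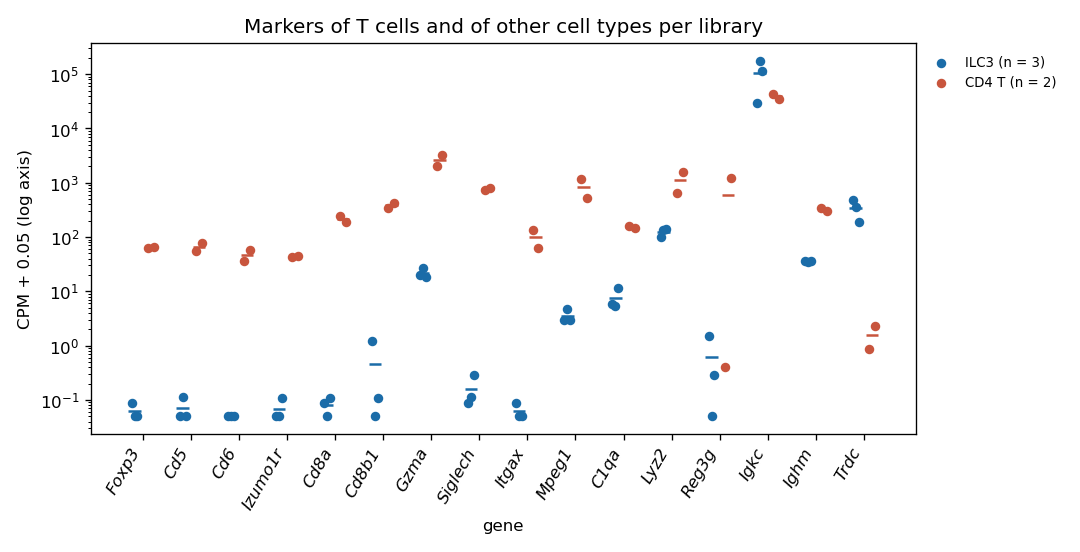
CPM plus 0.05 on a log axis for T cell genes and markers of other cell types in each library, with points for the 3 ILC3 and the 2 CD4 T libraries and a bar for each group's mean. Siglech was 745 and 814 CPM and Cd8a 245 and 189 CPM in the CD4 T libraries, both under 1 CPM in every ILC3 library, and Igkc lay between 29850 and 176600 CPM.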

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

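No gene called in either direction was called in the opposite direction under any alternative. The counts of 824 genes higher and 919 lower stayed within 1.5 times under DESeq2 size factors, upper quartile factors, a filter of 1 CPM in 2 libraries, robust dispersion and the segment genes left out. Library size alone gave 384 higher and 1502 lower. That setting changes only the scaling of the libraries, and the median log2 difference of all tested genes moved from -0.103 to -0.597. DESeq2's Wald test gave 1934 higher and 1953 lower and limma-voom 1317 and 1402, and the cause in these 2 settings was not tested. Testing all 17840 genes with no filter gave 1250 higher. glmTreat, which asks for more than a log2 fold change of 1, gave 308 higher and 405 lower. With 1 library fewer, 269 to 1712 genes were higher and 306 to 960 lower, and the most higher genes came without CD4 T replicate 2, of which 726 were among the 824.

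The log2 difference of Il2 kept its direction in all alternatives and ran from 1.57 to 5.36 with 1 library left out, and its adjusted p passed only without CD4 T replicate 2 (5.36, edgeR adjusted p = 0.0428, in a range over the alternatives up to 0.393). Of the lists, camera called 3 higher and 7 lower at its preset correlation, 0 higher and 0 lower with an estimated correlation (4 lists at an unadjusted p under 0.05), and fry called 3 and 5. Without the sort genes, or without genes shared between lists, 1 list was higher, the ILC3 programme. The TNF ligands hold no sort gene, and without the sort genes only the adjustment of their p changed (0.0536). With 1 library left out, 4 to 7 lists were lower, 4 of them without CD4 T replicate 2. List tests were not run under the DESeq2 Wald test and glmTreat.

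Of 121 named genes with a test, 107 were called, and 75 of these kept the call without each library in turn. Calls were lost for 27, 27 and 24 genes without ILC3 replicates 1, 2 and 3, and for 14 and 7 without CD4 T replicates 1 and 2. Many named genes were chosen for a small p or a large fold, or after their values were seen. These numbers therefore do not measure how stable all calls were. Without 1 ILC3 library, 263 to 319 of the 824 genes higher and 326 to 426 of the 919 lower kept their call. With a replicate block, which leaves 1 residual degree of freedom, 215 genes were higher and 305 lower, 208 and 275 of them shared with the 824 and 919. Calls were lost for 36 named genes with the block and for 21 with glmTreat. The set calls of the TNF ligands (camera adjusted p = 0.095) and epithelial markers (0.0525) also ended with the block. The labels do not tie replicate numbers to mice, so the block is a check and no pairing is claimed. Deviations from the group means correlated at -0.0338 to 0.0338 between libraries of like or unlike number. With 2 CD4 T libraries the deviations mirror each other, so this symmetric range follows by arithmetic and cannot decide on pairing. At this depth, 203 called genes had no count in a group, so their folds are lower bounds.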

Other observations

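The test of libraries holding no T cells, the test of a shift of log2 fold changes and the second scaling in the test of plasma cell RNA were chosen after the results they weigh were seen, and the genes named in this part that the rule does not name were chosen after their values were seen.

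Several genes outside the lists were far higher in ILC3. Klrb1b, an inhibitory receptor of the NKR-P1 family, was 1289 ± 70.3 CPM in ILC3 (SD, n = 3) and 10.5 ± 5.28 CPM in CD4 T (SD, n = 2), a log2 difference of 6.94 (edgeR adjusted p = 0.00155). Gem, a small GTPase, was 3379 ± 265 CPM and 56.6 ± 34.7 CPM (log2 5.90, edgeR adjusted p = 0.0032), and the carbonic anhydrase gene Car2 was 2626 ± 575 CPM and 12.2 ± 12.6 CPM (log2 7.75, edgeR adjusted p = 0.00799). Segments of the gamma and delta T cell receptor loci were among the genes higher in ILC3, with 3 of 7 tested delta segments and 3 of 13 gamma segments higher and 0 lower. Trdv4 was 136 ± 55.7 CPM in ILC3 and 0.195 ± 0.107 CPM in CD4 T (log2 9.45, edgeR adjusted p = 0.00155), and Trgv5 was 62.4 ± 3.62 CPM in ILC3 with no count in CD4 T (edgeR adjusted p = 0.000947). Of 13 tested alpha segments, 2 were lower and 0 higher, while of 29 beta segments 1 was higher and 0 lower. The log2 differences of Klrb1b and Car2 were 7.58 and 6.96 without CD4 T replicate 1, and without replicate 2 those of Gem, Car2 and Trdv4 were 6.73, 9.67 and 10.1.

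Transcripts of alpha-defensins, antimicrobial peptides of intestinal crypts, were most abundant in CD4 T replicate 2. The 8 tested alpha-defensin genes summed to 31961 CPM there, and to 69 CPM in CD4 T replicate 1 and 21, 4 and 29 CPM in ILC3 replicates 1 to 3. All 8 were called lower in ILC3, and reads of these near-identical copies cannot be assigned with certainty. Defa24 was 55.4 CPM in CD4 T replicate 1 and 21980 CPM in replicate 2, and its call (edgeR adjusted p = 0.0414) was lost without replicate 2 (log2 -2.09, edgeR adjusted p = 0.242), without ILC3 replicates 1, 2 and 3 (0.111, 0.0998 and 0.0915), in limma-voom (0.201) and with robust dispersion (0.119). The lysozyme gene Lyz1 was 11.5 and 1881 CPM in the same libraries, and its call (edgeR adjusted p = 0.0395) was lost without CD4 T replicate 2 (log2 -2.51, edgeR adjusted p = 0.25), without ILC3 replicates 1, 2 and 3 (0.0803, 0.105 and 0.0907), in limma-voom (0.391) and with robust dispersion (0.115).

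Dendritic and macrophage transcripts stood high in both libraries labelled CD4 T, although a CD3+CD4+ gate should remove the cells that make them. Whether these libraries held no T cells was not tested independently, since values of the T cell restricted genes were known when the test was chosen. Of these 5 genes, 4 exceeded 10 CPM in both libraries labelled CD4 T and lay under 1 CPM in every ILC3 library. Both thus held transcripts known from T cells. Cd8a and Cd8b1 each exceeded Cd4 in both, and RNA of CD8 T cells was not tested as a source. RNA of plasmacytoid dendritic cells may contribute, as 19 tested genes of a list none of whose members had been looked at had a median log2 of -3.57 (quartiles -6.12 and -2.89, 15 called lower and 0 higher), and RNA of macrophages and conventional dendritic cells may too, as 16 such genes had a median of -4.41 (quartiles -5.81 and -3.02, 12 called lower and 1, Zbtb46, higher). ILC3 held 8 of the 20 and 8 of the 16 listed genes at 10 CPM or more, and the most abundant in CD4 T were Ly6d, at 1769 ± 54.7 CPM, and Tyrobp, at 3275 ± 566 CPM, while Tspan13 and Cst3, also listed, had log2 fold changes of -0.04 and -0.35 (edgeR adjusted p = 0.948 and 0.416). Bulk libraries do not assign a transcript to a cell, and no biological explanation was tested.

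Immunoglobulin transcripts were abundant in every library, with segment genes at 6.55% of the counts in ILC3 replicate 1 and 29.8% and 24.2% in replicates 2 and 3. Whether this share shifted log2 fold changes in common was not decided, since TMM trims extreme ratios and little change was likely from the start. With the segment genes left out, the TMM log2 of 12455 genes changed by a median of 5.84e-05. From percentile 5 to 95 the change was -0.00158 to 0.00171, so the TMM values hardly depended on these genes. The counts of called genes moved by at most 1.24 times, between the bounds of 1.1 and 1.5 set beforehand, but the genes tested and the fit change in that setting too, so this ratio does not measure normalization. RNA of plasma cells, which the gates do not select, could not be told apart from other sources, since 12 plasma cell genes without immunoglobulins had a median log2 ratio of 1.03 for ILC3 replicates 2 and 3 over replicate 1 (quartiles 0.395 and 1.57), just past the bound of 1 set beforehand, and 0.593 with library size alone, under it. ILC3 held 9 of the 12 at 10 CPM or more, and no biological explanation was tested.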
